# Ellagic Acid Activated PPAR Signaling Pathway to Protect Ileums Against Castor Oil-Induced Diarrhea in Mice: Application of Transcriptome Analysis in Drug Screening

**DOI:** 10.3389/fphar.2019.01681

**Published:** 2020-01-31

**Authors:** Jianqing Chen, Hongliang Yang, Zunlai Sheng

**Keywords:** ellagic acid, transcriptome, PPAR signaling pathway, castor oil, diarrhea

## Abstract

**Background:**

Acute diarrhea is still a common and serious disease. The causes of acute diarrhea are very complicated. Therefore, we need to find a medicine to control diarrhea symptoms, save time for diagnosis of pathogens, and prevent drug abuse. Ellagic acid (EA), a natural polyphenol drug, has anti-diarrhea effects. However, the action mechanisms of EA for non-specific diarrhea have not been characterized.

**Materials and Methods:**

To study the mechanisms of EA, mice were divided into four groups. Group C were intraperitoneally injected with 0.1 ml physiological saline and orally given 0.2 ml physiological saline, and then after experiment began 0.5 h, orally administered 0.3 ml physiological saline. Group D were intraperitoneally injected with 0.1 ml physiological saline and orally given 0.2 ml castor oil, and then after experiment began 0.5 h, orally administered 0.3 ml physiological saline. Group E were intraperitoneally injected with 0.1 ml physiological saline and orally given 0.2 ml castor oil, and then after experiment began 0.5 h, orally administered 0.3 ml EA (10 mg/ml). Group V were intraperitoneally injected with 0.1ml GW9662 (1m g/ml) and orally given 0.2 ml castor oil, and then after experiment began 0.5 h, orally administered 0.3 ml EA (10 mg/ml). Transcriptome were performed on ileum tissues of mice in group D and E. Histological examination and qRT-PCR were performed on ileum tissues of mice in group C, D, E, and V.

**Results:**

We found that a total of 273 differentially expressed genes (DEGs) were obtained, including 160 up-regulated DEGs and 113 down-regulated DEGs. The DEGs were enriched in 458 Gene Ontology (GO) terms and 15 Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways, respectively. The peroxisome proliferator activated receptor (PPAR) signaling pathway was the most significantly enriched in KEGG pathways. We used the PPAR-specific antagonist GW9662 to validate the anti-diarrhea and anti-inflammatory effect of EA in group V compared with group E. Conclusively, EA protected ileums against castor oil-induced inflammation and diarrhea by activating the PPAR signaling pathway and a method was used to study the mechanism of EA.

## Introduction

Diarrhea is the passage of liquid or loose stools more frequently than normal for an individual (Vrese and Offick, 2010). Acute diarrhea is a common and serious disease worldwide. Miller et al. (2002) reported that nosocomial clostridium difficile-associated diarrhea is a nosocomial infectious complication, has relationship with substantial morbidity and mortality, and causes a financial burden on healthcare institutions in Canada (Miller et al., 2002). In USA, diarrhea is an important cause of morbidity in this insured population of young children (Zimmerman et al., 2001). Curcio reviewed resent studies and found that there is a high incidence of clostridium difficile-associated diarrhea in developing countries (Africa–Middle East, developing Asia, Latin America, and China) (Curcio et al., 2019).

The causes of acute diarrhea are very complicated. Toxicosis, endocrine dyscrasia, viruses, bacteria, parasite, and medications can cause acute diarrhea. Acute infectious diarrhea is one of the most common diseases in pediatric age with relevant burden both in high- and in low-income countries (Lo Vecchio et al., 2019). Studies have reported that acute diarrhea was accompanied by an increase in inflammatory responses (Mazzolin et al., 2013; Dong et al., 2019) and oxidative stress (Jabri et al., 2016a). More importantly, castor oil-induced intestinal hypersecretion had a physiological response similar to acute diarrhea in the intestine (Mazzolin et al., 2013; Jabri et al., 2016a; Jabri et al., 2016b). Models used in studying diarrhea often employ castor oil in mice (Robert and Rao, 1996) or rats (Amabeoku and Bamuamba, 2010). Symptoms of castor oil-induced diarrhea are non-specific and these models have been widely used in the screening of natural anti-diarrheal drugs.

To treat acute diarrhea, the first thing is to find the causes. Therefore, screening non-specific anti-diarrhea drugs from natural plants will save time for finding diarrhea causes and targeted medicines. For example, Pandey et al. (2017) reported that 50% ethanolic extracts of grilled and dried fruits effectively inhibited diarrhea (Pandey et al., 2017). Due to increasing interest in plant-based traditional medicines, many researches are interested in exploring their activities and mechanisms of action (Zhao et al., 2018). Natural products boast many advantages, such as low cost, ease of availability, the ability to circumvent drug resistance, and relief of diarrhea symptoms. These advantages enable earlier pathogen diagnosis and treatment. For instance, many natural antidiarrheal plants contained ellagic acid (EA) (Singh et al., 2017). EA is the dilactone of hexahydroxydiphenic acid and a natural phenol antioxidant found in fruits and vegetables. EA has potential anti-inflammatory and antioxidant properties (Priyadarsini et al., 2002; Yim et al., 2016; Verotta et al., 2018) and has been shown to have a preventive effect against many diseases, such as neurodegenerative diseases, cancer and diarrhea *in vitro* and *in vivo* (Buniatian, 2003; Kannan and Quine, 2012; Ahmed et al., 2016).

Peroxisome proliferator-activated receptors (PPAR) belong to the nuclear receptor superfamily of ligand-inducible transcription factors. PPARs are classified into three subtypes α, β/δ, and γ. Studies showed that the biological functions of PPARs are complex. Yaribeygi et al. (2018) reported that activated PPAR-α restored anti-oxidant defense systems and improved diabetes-induced oxidative stress (Yaribeygi et al., 2018). Intriguingly, Zeinali et al. (2017) suggested that chrysin (CH), a plant polyphenolic compound, which acts as an agonist of PPAR-γ, can be used as an anti-inflammatory and anti-oxidative agent in immunopathological and physicochemical injuries (Zeinali et al., 2017). Cadmium caused high levels of inducible nitric oxide synthase (iNOS) activity, nitric oxide (NO) content, and apoptosis *via* PPAR-γ/PI3K/Akt pathway in chicken pancreas (Jin. et al., 2018). Compared to dinitrobenzene sulfonic acid (DNBS)-treated PPAR-α wild-type (WT) mice, DNBS-treated PPAR-α knockout mice (PPAR-αKO) mice experienced more hemorrhagic diarrhea, more weight loss, higher rate of the extent and severity of the histological signs of colon injury (Cuzzocrea et al., 2004). Sarnelli et al. (2018) also found that palmytoilethanolamide, *via* PPAR-α-dependent mechanism, resulted in a significant antidiarrheal activity in WT rats (Sarnelli et al., 2018). However, the effect of EA on the PPAR signaling pathway remains unclear.

Transcriptome analysis is a recently developed deep sequencing technique and involves an informatics approach to solve an experimental limitation (Martin and Wang, 2011). Transcriptome has been developed for many research fields, such as toxicology (Chen et al., 2018; Chen et al., 2019); Li et al. (2018) and Skaria et al. (2019) reported that transcriptome was used to investigated molecular mechanism of drugs (Li et al., 2018; Skaria et al., 2019). The purpose of this study was to evaluate the protective mechanism of EA against diarrhea by transcriptome analysis in mouse models. Furthermore, histopathological examination and redox biomarkers were determined to study the anti-inflammatory and antioxidative effects of EA. We used the PPAR-specific antagonist GW9662 to validate the anti-inflammatory effects of EA. Transcriptome and qRT-PCR results showed that the PPAR signaling pathway was involved in the preventive mechanism of EA against castor oil-induced diarrhea.

## Materials and Methods

### Animals and Treatments

BALB/c mice were purchased from Harbin Medical University (Harbin, China) and raised in the experimental animal facility of Northeast Agricultural University. All experimental processes about animals complied with EU Directive (2010/63/EU) and were approved by the Ethics Committee of Northeast Agricultural University of China (Protocol number: SRM-06). After being acclimated for two weeks, twenty-one days old healthy mice (20.1 ± 0.5 g) were randomly divided into four groups (ten mice each group). The control group (group C) were intraperitoneally injected with 0.1ml physiological saline and orally given 0.2 ml physiological saline, and then after experiment began 0.5 h, orally administered 0.3 ml physiological saline. The diarrhea group (group D) were intraperitoneally injected with 0.1ml physiological saline and orally given 0.2 ml castor oil, and then after experiment began 0.5 h, orally administered 0.3 ml physiological saline. The EA group (group E) were intraperitoneally injected with 0.1ml physiological saline and orally given 0.2 ml castor oil, and then after experiment began 0.5 h, orally administered 0.3 ml EA (10 mg/ml). The verification group (group V) were intraperitoneally injected with 0.1ml GW9662 (1 mg/ml) and orally given 0.2 ml castor oil, and then after experiment began 0.5 h, orally administered 0.3 ml EA (10 mg/ml).

Castor oil can cause frequent stooling within 4 h. Each group mice were placed in a beaker (5000 ml) with a weighed filter paper at the bottom for observation. Filter paper in each beaker was also changed at the same time and weighed to obtain the stool mass. The doses and pretreatment times were obtained from preliminary studies in our laboratory. All experiments were carried out once a day for 3 consecutive days in a quiet laboratory and the ambient temperature was 20.5 ± 1°C. At the third day, we sacrificed the mice for experiments. Ileum samples were collected from each group and washed with physiological saline solution (0.9% NaCl) on ice-cold plates. Samples from group D and E were prepared for mRNA sequencing. All the mouse ileums of four groups were collected for morphological examination, oxidative stress biomarkers and proinflammatory factor kit and qRT-PCR.

### mRNA Sequencing and Analysis

Total RNA was extracted with TruSeq Stranded Total RNA Library Prep Kit (Illumina, USA). RNA concentration and total quantity were detected by Invitrogen Qubit 3.0 Spectrophotometer (Thermo Fisher Scientific, USA); RNA purity was checked using the Nanodrop 2000 (Thermo Fisher Scientific, USA); and RNA integrity was checked by Agilent 2100 Bioanalyzer (Agilent Technologies, USA). mRNA was obtained through purifying total RNA, and was broken into fragments of 100–300 bp. Reverse Transcribe was performed to synthesize First Strand cDNA using SuperScript IV Reverse Transcriptase (Thermo Fisher Scientific, USA). Second strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. Then addition of adenlylate 3′ ends, connection sequencing adapters, selection library size, PCR amplification and checking library quality were performed in turn. Sequencing was performed on the Illumina Hiseq 2500 (Illumina, USA) and raw data was obtained. Raw data were first processed through in-house Perl scripts. Clean data were obtained by removing reads containing adapter sequences, poly-N sequences, and low-quality reads from raw data. The Q20, Q30, and GC content of the clean data were also calculated.

Reference genome and gene model annotation files were downloaded from the GenBank directly. An index of the reference genome was built using Bowtie v2.2.3. Paired-end clean reads were aligned using TopHat v2.0.12. Differential expression analysis of the two groups was performed using the DESeq R package (1.18.0). DESeq provided statistical routines for determining differential expression in digital gene expression data using a model based on the negative binomial distribution. Resulting P-values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate. Genes with an adjusted *P*-value < 0.05 found by DESeq were assigned as differentially expressed. GO and KEGG enrichment analysis of differentially expressed genes (DEGs). Gene Ontology (GO) enrichment analysis of differentially expressed genes (DEGs) was implemented by the GOseq R package, in which gene length bias was corrected. GO terms with corrected *P*-value less than 0.05 were considered significantly enriched by DEGs. KEGG was a database for understanding high-level functions and utilities of the biological system, such as the cell, the organism and the ecosystem, from molecular-level information, especially large-scale molecular datasets generated by genome sequencing and other high-throughput experimental technologies (http://www.genome.jp/kegg/). We used KOBAS software to test the statistical enrichment of DEGs in KEGG pathways.

### Morphological Examination in the Ileum

Ileum samples were cut into 0.5 cm × 0.5 cm tissue blocks, fixed in 10% formaldehyde, and embedded in paraffin. Sections were then stained with hematoxylin and eosin. Tissue slices were observed under a microscope by a pathologist blinded to the experiment (Hu et al., 2018).

### Redox Biomarker Determinations

Ileum samples were homogenized in physiological saline, centrifuged at 3,000 g for 15 min, and supernatants were collected. The activities of superoxide dismutase (SOD) and glutathione peroxidase (GPx) and the content of malondialdehyde (MDA) were determined. Commercial assay kits for SOD (Superoxide Dismutase assay kit (A001-1)), GPx (Glutathione Peroxidase (GPX) assay kit (A005)) and MDA (Malondialdehyde (MDA) assay kit (A003-1)) were provided by Jiancheng Biotechnology Research Institute (Nanjing, China) (Su et al., 2018).

### qRT-PCR Analysis

To validate the reliability of the RNASeq results, we selected Ccr6, Cd36, Cyp2e1, GPx, H2-Ob, interleukin (IL)-1β, IL-6, NF-κB, PPAR-γ, Sod (SOD), and TNFα genes for qRT-PCR. A housekeeping gene (β-actin) was used as a reference. Primer information for qRT-PCR are shown in **Table 1**. Reactions were incubated in a Light Cycler^®^ 480 System (Roche, Basel, Switzerland). Reactions contained 10 μl 2×SYBR Green I PCR Master Mix (Roche, Basel, Switzerland), 2 μl of diluted cDNA, 0.4 μl of each primer (10 μM), 0.4 μl 50×ROX reference Dye II and 6.8 μl PCR-grade water. PCR cycling conditions were: one cycle at 95 °C for 30 s, followed by 40 cycles at 95 °C for 15 s and 60 °C for 30 s. The amplification efficiency for each gene was determined using the DART-PCR program. Relative mRNA abundance was calculated according to the Pfaffl method (Pfaffl, 2001).

**Table 1:** Gene-special primers used in qRT-PCR.

Gene	Forward (5 → 3)	Reverse (5 → 3)
Ccr6	GTGTGGCAGTGTGGTTCATCTCC	GTGGCTCACAGACATCACGATCC
Cd36	GCGACATGATTAATGGCACAGACG	CCGAACACAGCGTAGATAGACCTG
Cyp2e1	AAGGACGTGCGGAGGTTTTCC	TACATGGGTTCTTGGCTGTGT
GPx	CGCTTTCGTACCATCGACATC	GGGCCGCCTTAGGAGTTG
H2-Ob	CACAACCTGCTGCTCTGCTCTG	GACCTCTCCTCCTGTCCATTCCG
IL-1β	GCAACTGTTCCTGAACTCAACT	ATCTTTTGGGGTCCGTCAACT
IL-6	GGAGCCCACCAAGAACGATA	ACCAGCATCAGTCCCAAGAA
NF-κB	TCTCTATGACCTGGACGACTCTT	GCTCATACGGTTTCCCATTTAGT
PPAR-γ	CCAGAGCATGGTGCCTTCGCT	CAGCAACCATTGGGTCAGCTC
Sod	GTG ATTGGG ATTGCGCAG TA	TGGTTTGAG GGTAGCAGATGAGT
TNF-α	CCCTCACACTCAGATCATCTTCT	GCTACGACGTGGGCTACAG
β-actin	GTGCTATGTTGCTCTAGACTTCG	ATGCCACAGGATTCCATACC

## Statistical Analysis

Statistical analysis was performed using SPSS software (version 20.0, SPSS Inc., Chicago, IL, USA). Statistical significance was evaluated by one-way analysis of variance (ANOVA) followed by Tukey’s multiple comparison test. Data are expressed as mean ± standard deviation (SD).

## Results

### Animal Observations

We used the indexes of mass of stool, fecal output, onset of diarrhea, number of animals exhibiting diarrhea, and percentage episode inhibition to evaluate diarrhea symptoms, as shown in **Table 2**. No diarrhea symptoms were observed in mice of group C. Mass of stool were significantly decreased in group E (*P* < 0.01) and V (*P* < 0.05) compared with that in group D. EA effectively inhibits diarrhea onset of diarrhea in group E compared with that in group D (*P* < 0.01), while there was no difference in Onset of diarrhea between group D and group V (*P* > 0.05).

**Table 2:** Effect of EA on castor oil-induced diarrhea in mice.

Group	C	D	E	V
Mass of stool (Mean ± SD (g))	0	0.75 ± 0.12	0.23 ± 0.02**	0.65 ± 0.03*
Fecal output (%)	0	100	30.67	86.67
Onset of diarrhea (Mean ± SD (min))	–	30.12 ± 1.96	84.74 ± 3.84**	35.33 ± 6.20
No. of animals exhibiting diarrhea	0	10/10	2/10	10/10
Percentage Episode inhibition (%)	–	0	80.0	0

*represented significant difference (P < 0.05). **represented significant difference (P < 0.01). Statistical significance was evaluated by one-way analysis of variance (ANOVA) followed by Tukey’s multiple comparison test.

### Morphological Structure

Morphological structure of group C, D, E, and V were shown in **Figure 1**. The epithelial cell structures of ileums were arranged neatly and clear in group C (**Figure 1A**) and E (**Figure 1C**) compared with group D (**Figure 1B**) and V (**Figure 1D**). The numbers of goblet cells (GC) were increased and lots of lymphocytes (Ly) were aggregated in group D (**Figure 1B**) and V (**Figure 1D**). The tissues showed cellulose-like swelling (CLS), uneven staining, and inflammatory exudation in group D (**Figure 1B**) and V (**Figure 1D**).

**Figure 1:**
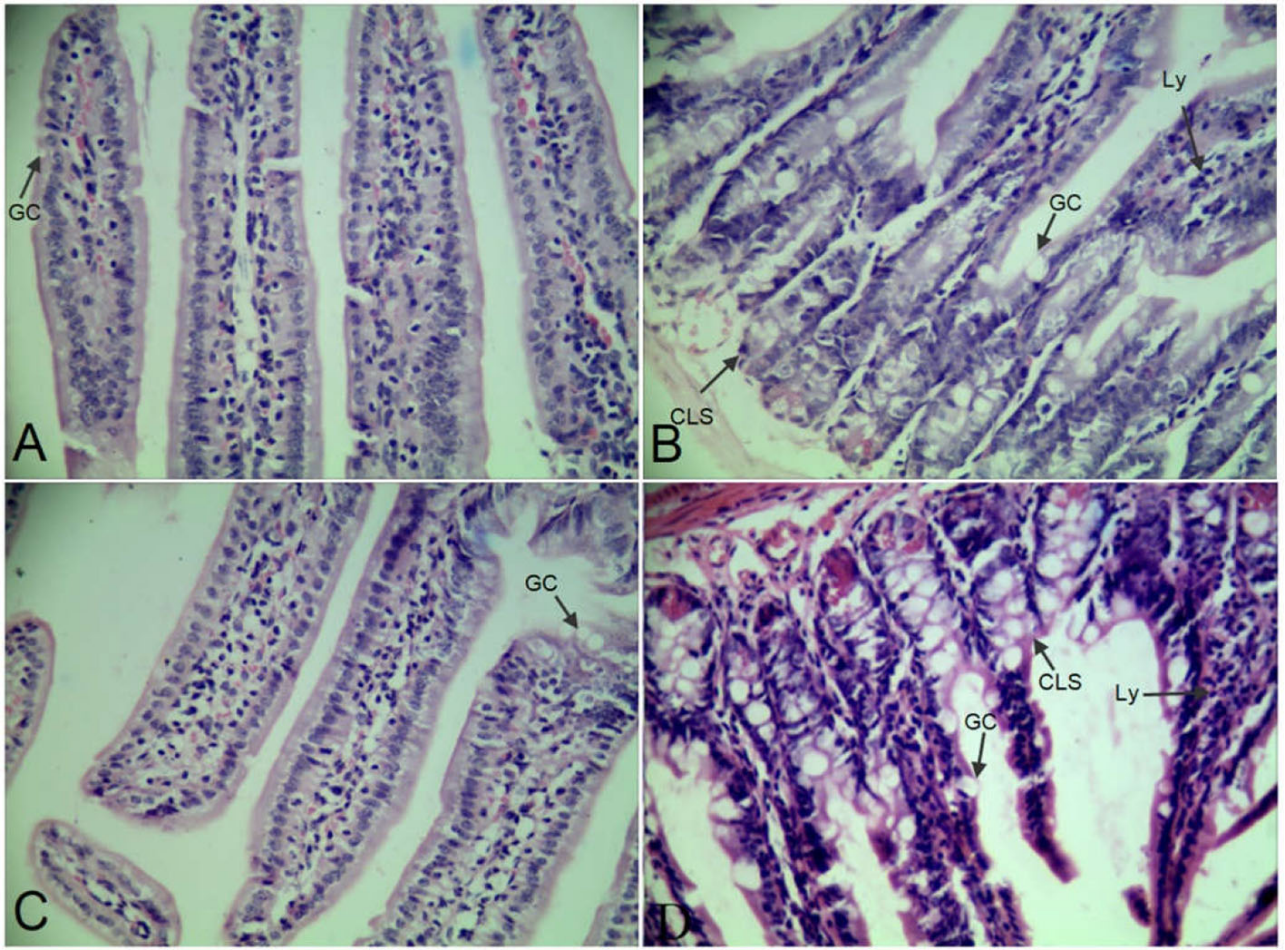
Ileums slices using HE staining. **(A**–**D)** were in the 400 × magnification.

### Redox Biomarker Determination

We evaluated the systemic oxidative balance by redox biomarker determination in groups C, D, E and V. Levels of SOD, GPx, and MDA in ileum tissues of group C, D, E, and V mice were shown in **Figure 2**. Castor oil induced oxidative damage of the ileums, while EA significantly alleviated castor oil-induced oxidative damage. SOD activity was significantly reduced in group D and V (*P* < 0.01). There were no differences between groups C and E. Compared to group C, castor oil significantly decreased GPx content in group D and V (*P* < 0.01), with no significant difference in group E (*P* > 0.05). Compared to group C, castor oil significantly increased MDA content in group D and V (*P* < 0.01).

**Figure 2:**
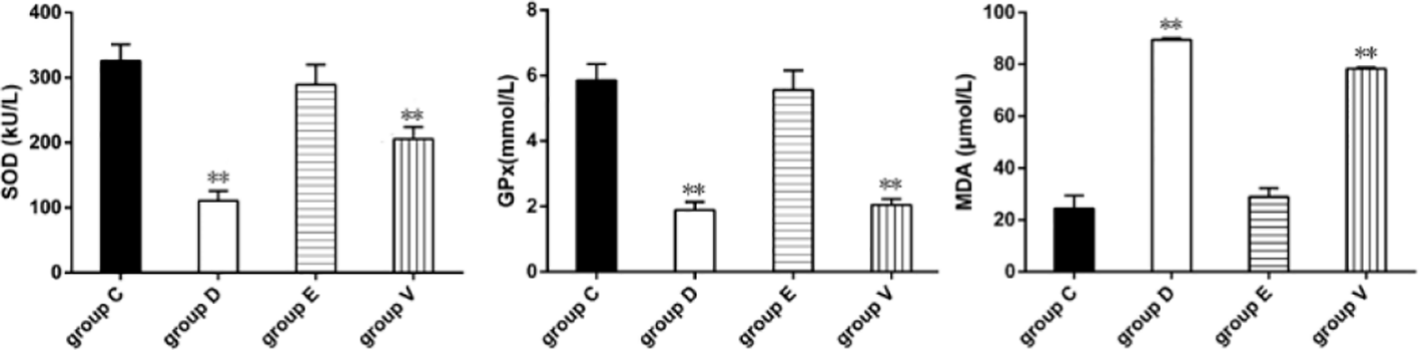
Determination of redox biomarker. **represented significant difference (*P* < 0.01). Statistical significance was evaluated by one-way analysis of variance (ANOVA) followed by Tukey’s multiple comparison test.

### Proinflammatory Factor Determination

IL-1β, IL-6, and TNF-α followed similar trends in the four experimental groups, as shown in **Figure 3**. IL-1β, IL-6, and TNF-α levels were higher in group V and D compared those with group C (*P* < 0.01), while IL-1β, IL-6 and TNF-α levels were no significantly increased in group E compared with that in group C (*P* > 0.05).

**Figure 3:**
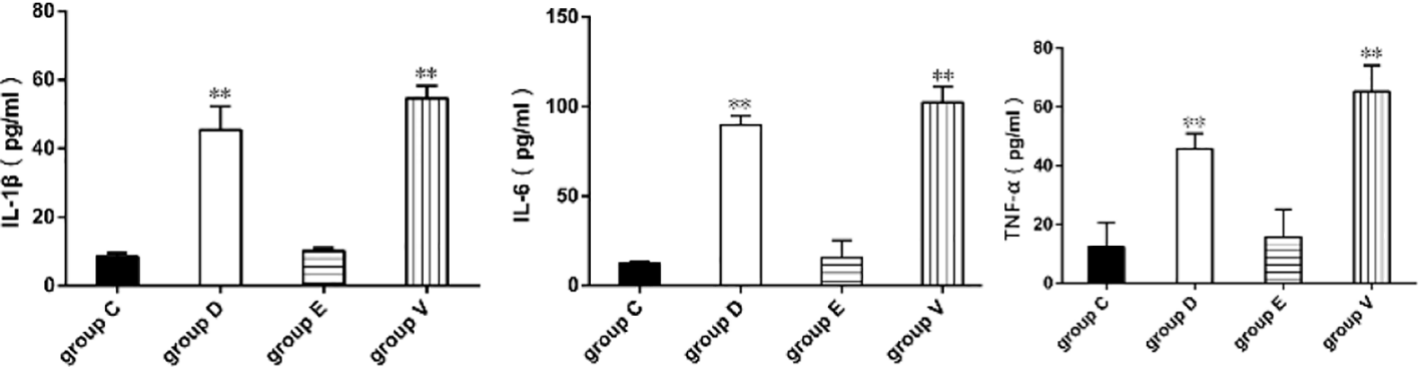
Determination of proinflammatory factors. **represented significant difference (*P* < 0.01). Statistical significance was evaluated by one-way analysis of variance (ANOVA) followed by Tukey’s multiple comparison test.

### mRNA Sequencing and Analysis

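RNA from the ileum, the last part of the small intestine, was sequenced from group D and group E. Mice of both groups received 0.2 ml of castor oil, an oil that causes diarrhea within hours, and then 0.3 ml of saline (group D) or of EA at 10 mg/ml (group E), once a day for 3 days. EA is ellagic acid, a polyphenol of plants. Table 3 of the paper gives 2 libraries per group, with 100899108 to 116125974 clean reads per library as the paper counts them. The values analysed here are 1 value per gene and group, in FPKM (fragments counted per kilobase of transcript and scaled to the number of mapped fragments), which the authors computed from the reads aligned with TopHat. There are no replicates in these values, so no SD can be given and no difference between the groups has a replicate check of its own. Of 23358 genes listed, the authors' deposited table gives a tested P-value for 14185. The change of each gene was taken as log2 of its FPKM in group E over its FPKM in group D, without a pseudocount. A gene was counted as a DEG, as in the paper, with a fold change above 2 and a P-value below 0.05 in the authors' deposited table. Genes with at least 1 FPKM in both groups had a median log2 change of 0.01, and Actb (β-actin) was listed at 4630 FPKM in group D and 4745 FPKM in group E. Gapdh, a glycolysis gene that every cell uses, was listed at only 0.120 FPKM in group D and 2.98 FPKM in group E, so a value at or near 0 in this table can be a failed estimate and is given here as listed. Lists of genes that mark cell types and pathways (37 lists) were fixed before the data were examined. The median change of each list was placed among 10000 random lists of the same size matched on mean expression, which describes these libraries and is no test of the treatment. Positions are those of the authors' file, whose genome build is not given in the sources used here.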

Libraries from the group D and E were mapped using TopHat2. The characteristics of these libraries are summarized in **Table 3**. There were 106,567,752 and 100,936,974 raw reads and 116,141,362 and 104,686,394 raw reads were obtained from group D and E respectively. A total of 106,530,110 and 100,899,108 clean reads were obtained from group D and 116,125,974 and 104,665,316 clean reads were obtained from the group E. Clean base ratios were 99.96% in group D and 99.99 and 99.98% in group E. Parameters of Q20 were 97.51 and 97.12% in group D and 97.69 and 97.57% in group E and Q30 were 93.68, and 92.74% in group D and 94.21 and 93.95% in group E.

**Table 3:** Summary statistics of the transcriptome sequencing from group D and group E.

Sample	Raw reads	Clean reads	Clean base ratio (%)	Error rate(%)	Q20 (%)	Q30 (%)	GC content(%)
**D1**	106,567,752	106,530,110	99.96	0.0205	97.51	93.68	53.58
**D2**	100,936,974	100,899,108	99.96	0.0356	97.12	92.74	53.71
**E1**	116,141,362	116,125,974	99.99	0.0286	97.69	94.21	52.29
**E2**	104,686,394	104,665,316	99.98	0.0217	97.57	93.95	52.44

### Differential Expression Analysis

RNA-Seq reads mapped to mouse reference genome were aligned and their relative abundances were estimated using TopHat2. According to the statistical analysis of unigene data with differentially expressed genes sequencing, genes significantly and differentially expressed between group E and group D were identified. A fold-change in gene expression >2 and *P* < 0.05 were considered to be differential expressed genes (DEGs). 

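Among the DEGs with large changes, more were listed as lower than as higher in group E. Lars2, the leucyl-tRNA synthetase of mitochondria, was listed at 680 FPKM in group D and 12.1 FPKM in group E, and Hp (haptoglobin, which binds free hemoglobin) at 26.5 FPKM and 0.468 FPKM. Slc36a2, a transporter of small amino acids, was at 3.83 FPKM in group D and 0.110 FPKM in group E, and the glycosidase-like gene Glb1l2 at 4.38 FPKM and 0.0821 FPKM. The group E values of Slc36a2 and Glb1l2 are near 0 and can be failed estimates. Other genes among the 10 largest decreases were Cyp2e1, Thrsp, Lpl, Fabp4, Scd1 and Arxes2. Among the 10 largest increases, Lct (lactase of the enterocyte brush border) went from 3.59 FPKM in group D to 18.4 FPKM in group E, and Steap4, a metalloreductase, from 1.34 FPKM to 5.82 FPKM. Ces2d-ps, a carboxylesterase pseudogene that may share reads with its parent family, went from 0.140 FPKM to 9.38 FPKM. Ccr6, H2-Ob, Fgf15, Plin4, Gm10052 and the short RNAs Scarna13 and Vaultrc5 were also among the 10 largest increases. In total 273 genes passed the thresholds, 160 of them higher and 113 lower in group E. By the directions listed, the median fold change was 2.38 among the higher genes and 3.22 among the lower genes, and a fold change above 4 was found for 14 higher and 45 lower genes. In the volcano plot of the paper, 22 of these 59 genes, Lars2, Hp, Thrsp, Lpl, Fabp4 and Scd1 among them, have a coloured dot only at the mirrored position, and with these turned 32 would be higher and 27 lower (a count chosen after seeing the data). A dot at a mirrored position can belong to another gene, so the turned direction of a single gene is uncertain, here and below. The median fold changes were not computed with genes turned. Of the 12690 tested genes with both values above 0 and a mean of at least 1 FPKM, 97.1% lay within a 2-fold change. Lars2, which lies on chromosome 9 from 123366940 to 123462664, is also a marker of carried-over ribosomal RNA, and the 45S ribosomal RNA gene Rn45s was listed at 4346 FPKM in group D and at 0 in group E. With the adjusted P-value (q) of the authors' deposited table below 0.05 in place of P, 31 of the 273 genes remained, 18 listed as higher and 13 as lower. This split depends on the direction too. Lars2, Fabp4, Scd1, Lpl, Slc27a1, Abcd2, Slc1a3 and Trf, all among the 13, have a coloured dot only at the mirrored position.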

The results revealed that 273 genes were differentially expressed, including 160 up-regulated and 113 down-regulated genes. The volcano plot in **Figure 4A** showed the distribution trends for DEGs (green spots represented down-regulated genes; red spots represented up-regulated genes) and non-DEGs (blue spots).

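Genes without a position on a log2 axis, because they were listed at 0 in one group, include several hormones of fat tissue. Cfd (adipsin, a complement protease of fat cells) was listed at 0 in group D and at 274 FPKM in group E, and Retn (resistin) at 0 and 53.4 FPKM. Mrap, which carries the ACTH receptor to the cell surface, was listed at 0 in group D and 5.44 FPKM in group E, and Orm1, an acute phase protein, at 0 and 3.43 FPKM. In the other direction Retnlb, a protein of goblet cells, was listed at 1.44 FPKM in group D and at 0 in group E, followed by 2010308F09Rik at 0.947 FPKM, C230035I16Rik at 0.910 FPKM and the kallikrein Klk10 at 0.570 FPKM. In all, 19 genes with a P-value below 0.05 in the authors' deposited table were listed at 0 in one group (11 in group D and 8 in group E) and are not among the 273 DEGs. Some genes with very large changes were not DEGs because of their P-value. Car3, a carbonic anhydrase of fat and muscle, was listed at 0.0310 FPKM in group D and 356 FPKM in group E, with P = 0.243 in the authors' deposited table. Of the 273 DEGs, 114 had at least 10 FPKM in one group and 20 had under 1 FPKM in both.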

**Figure 4:**
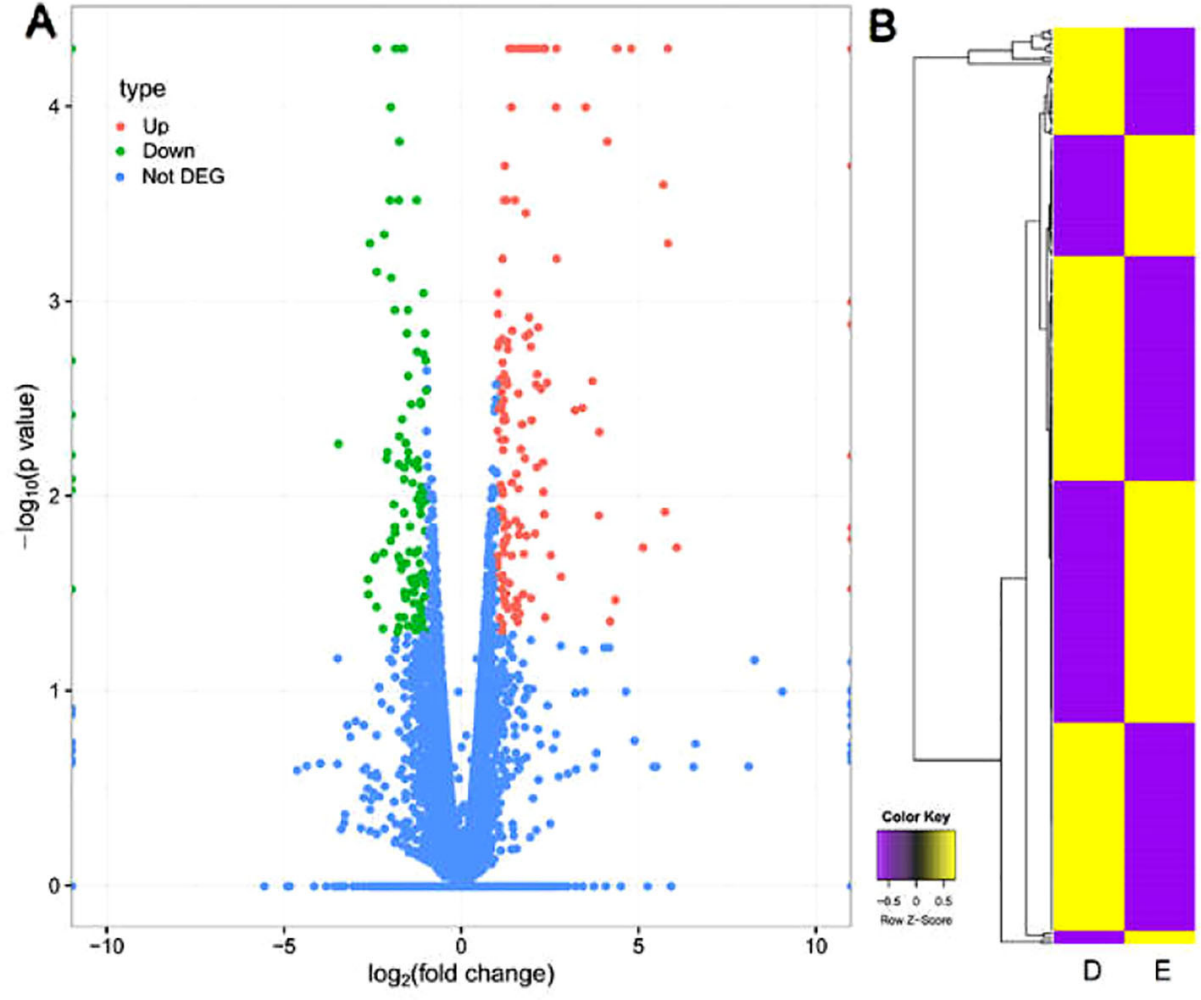
The figure of DEGs. **(A)** Volcano plot of distribution trends for DEGs in group D and group E. The log_2_ [fold change (group D/group E)] indicated the mean expression level for each gene. Each dot represented one gene. Red dots represented upregulated genes and green dots represented down-regulated genes. Blue dots represented genes with no differential expression. **(B)** Hierarchal clustering heat map of group D and group E.

DEGs were analyzed by hierarchal clustering heatmap analysis, and genes with the same or similar expression behavior were clustered (**Figure 4B**). The hierarchal clustering heatmap were shown log_2_(transformed FPKM values) for all 273 DEGs in group D and group E. Each column represented group D or E and each row represented a DEG (yellow denoted upregulation; purple denoted downregulation; and the color scale was at the bottom). Expression values are mean-centered.

### GO and KEGG Enrichment Analysis of DEGs

A total of 458 GO terms between groups D and E were significantly enriched with GO analysis, including 358 biological process (BP) terms, 51 cellular component (CC) terms, and 49 molecular function (MF) terms. We selected the top 10 GO terms from each of the BP, CC and MF subgroups based on significance (*P*-value), as shown in **Figure 5A**. For BP terms, the represented categories were immune system processes (GO: 0002376), regulation of immune system processes (GO: 0002682) and small molecule metabolic processes (GO: 0044281). 

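Secreted proteins changed in both directions between the groups. Among lower genes, Trf (transferrin, which carries iron) was at 42.7 FPKM in group D and 10.2 FPKM in group E, Apoc1, an apolipoprotein, at 13.8 FPKM and 0.754 FPKM, and the amylase Amy1 at 3.62 FPKM and 0.281 FPKM. Serpina3c, a protease inhibitor, was at 2.82 FPKM and 0.193 FPKM, and Pcolce2, which enhances procollagen processing, at 1.38 FPKM and 0.197 FPKM. Among higher genes, Fgf15, the hormone by which the ileum signals bile acids to the liver, was at 0.920 FPKM in group D and 4.04 FPKM in group E. The peptide hormones Gip and Sst (somatostatin) were higher in group E as well, Gip at 20.7 FPKM and 50.5 FPKM and Sst at 15.8 FPKM and 35.5 FPKM. The Paneth cell defensins Defa26 (24.7 FPKM and 2.22 FPKM) and Defa22 (4.28 FPKM and 15.7 FPKM) went opposite ways, and reads of this gene family can be shared between its near-identical members. Of 863 tested genes with the term extracellular region in the authors' annotation, 48 were DEGs, 25 higher and 23 lower in group E (28 and 20 with 5 of them turned, whose coloured dot in the volcano plot lies only at the mirrored position). Only direct annotations to the term were counted, not those to its narrower terms.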

For CC terms, the represented categories were extracellular region (GO: 0005576), extracellular region part (GO: 0044421) and extracellular organelle (GO: 0043230). 

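Enzymes that transfer electrons were found among both higher and lower DEGs. Fasn, the fatty acid synthase, was at 23.2 FPKM in group D and 81.9 FPKM in group E. Of 446 tested genes annotated directly with oxidoreductase activity, 17 were DEGs, 13 higher and 4 lower (15 and 2 with Scd1 and Adhfe1 turned, which have a coloured dot in the volcano plot only at the mirrored position). The higher genes also include Steap4, Aox1 (aldehyde oxidase), Nos3 (endothelial nitric oxide synthase) and the gene listed as Sod1, and the lower ones are Cyp2e1, Scd1, Adhfe1 and Fa2h. Of 40 tested genes annotated with hormone activity, 3 were DEGs: Gip and Sst were higher, and Adm (adrenomedullin, a vasodilator peptide) was lower, at 5.44 FPKM in group D and 2.41 FPKM in group E. Of 10 tested genes annotated with carboxylic acid binding, 1 was a DEG: Pcx, the pyruvate carboxylase, at 10.5 FPKM in group D and 27.0 FPKM in group E. Adm, Pcx, Aox1, Nos3, Adhfe1 and Fa2h are outside the rule for named genes and were picked after their values were seen. Biological process terms were not analysed here.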

For MF terms, the represented categories were oxidoreductase activity (GO: 0016491), hormone activity and carboxylic acid binding (GO: 0031406) (**Figure 5A**). A number of unigenes were also involved in binding, oxidoreductase activity and immune immunologic systems and anti-inflammation signaling, which suggested that these unigenes may play a role in EA protection and associated impacts. We selected the top 30 DEGs from each subgroups based on significance (*P*-value). Heatmaps of the top 30 DEGs were plotted using their log2-transformed FPKM values (Red represented upregulation; Blue represented downregulation in **Figure 5B**).

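Most genes shown in the heatmaps of the top DEGs were listed as lower in group E. Aldh3b2, an aldehyde dehydrogenase, was at 2.78 FPKM in group D and 0.188 FPKM in group E, Car5b, a mitochondrial carbonic anhydrase, at 5.43 FPKM and 0.315 FPKM, and Slc1a3, a glutamate transporter, at 4.62 FPKM and 0.408 FPKM. Pygl, the glycogen phosphorylase of liver, was at 12.2 FPKM and 2.47 FPKM, and Abcd2, a peroxisomal fatty acid transporter, at 2.57 FPKM and 0.405 FPKM. Nnmt, a methyltransferase of nicotinamide, was at 3.15 FPKM and 0.550 FPKM, Nat8l, an N-acetyltransferase, at 0.959 FPKM and 0.0903 FPKM, and Irs3, an insulin receptor substrate of fat, at 0.688 FPKM and 0.134 FPKM. Mt1 (metallothionein, which binds zinc and copper) was at 474 FPKM in group D and 97.6 FPKM in group E. The scavenger receptor Scara5 (1.71 FPKM and 0.381 FPKM), the prostaglandin E receptor Ptger3 (1.62 FPKM and 0.384 FPKM), the ion transport regulator Fxyd3 (19.0 FPKM and 3.78 FPKM) and the RNA-binding protein gene Lsm5 (7.10 FPKM and 1.14 FPKM) were also lower. Ifi44l, an interferon-stimulated gene, was higher, at 0.859 FPKM in group D and 3.72 FPKM in group E. The values of Rnaset2b (19.6 FPKM and 3.06 FPKM) and of the α-globin gene Hba-a1 (21.8 FPKM and 5.07 FPKM) are uncertain, because each has a near-identical neighbour and is listed at the position of that neighbour in the GRCm38 reference. Taking the names GPx, Sod, NF-κB and TNFα as the rows Gpx1, Sod1, Nfkb1 and Tnfa, the 43 genes shown all passed the thresholds, 36 listed as lower and 7 as higher in group E. The heatmaps show 41 of the 43 on the side listed, all but Lsm5 and Fgf15. In the volcano plot, however, 23 of the 43 have a coloured dot only at the mirrored position, and with these turned 17 would be lower and 26 higher.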

**Figure 5:**
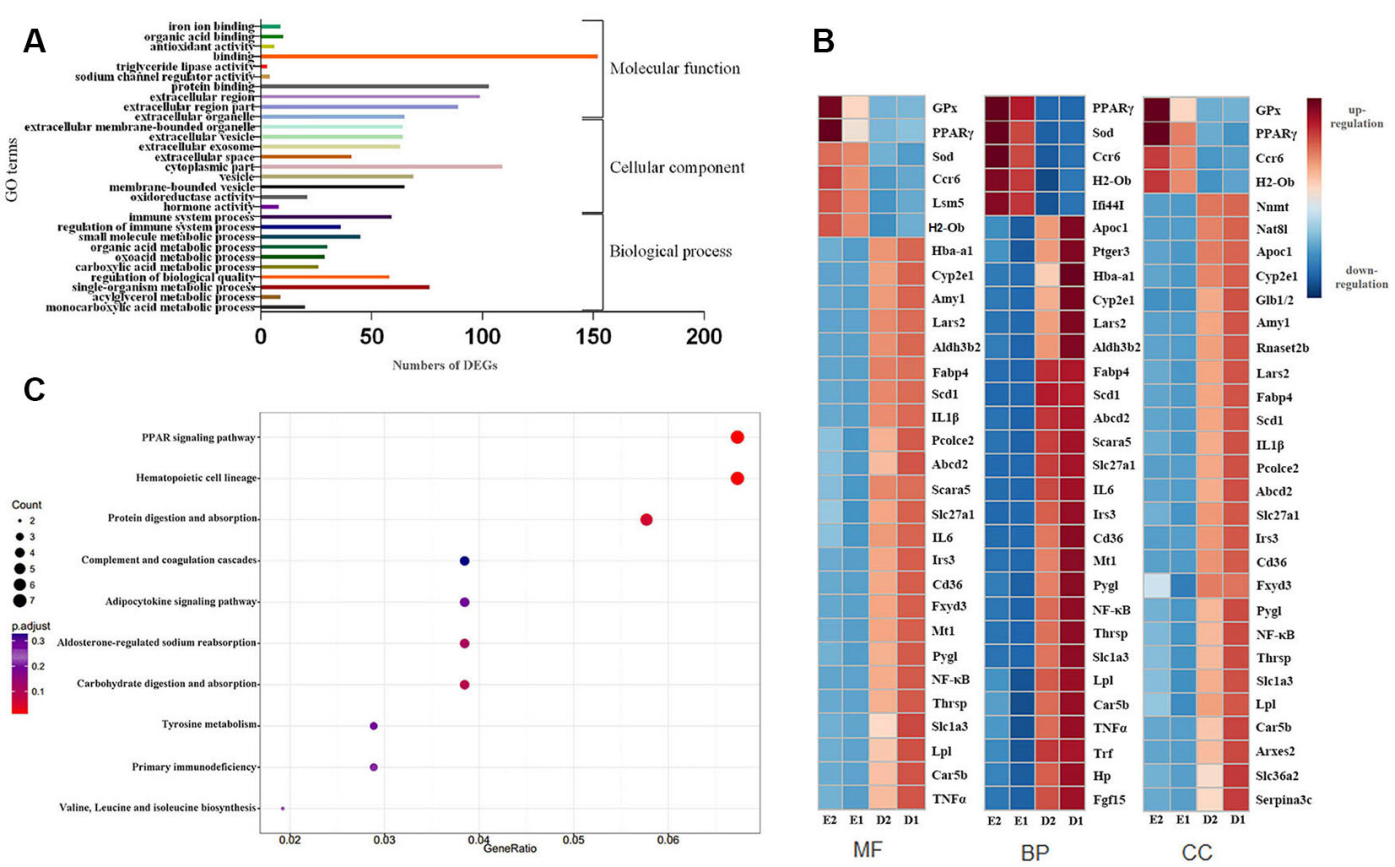
GO and KEGG analysis of DEGs. **(A)** The top 10 GO terms of BP, MF, and CC. **(B)** The top 30 DEGs heatmaps of BP, MF, and CC. **(C)** 15 pathways of DEGs using KEGG enrichment analysis.

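Genes of lipid metabolism changed in both directions between group D and group E. Of 15 tested markers of adipocytes (fat cells), 5 were DEGs, 3 lower and 2 higher in group E: Thrsp, which promotes fatty acid synthesis, was at 51.0 FPKM in group D and 0.989 FPKM in group E, and Arxes2 at 3.10 FPKM and 0.154 FPKM, whereas the lipid droplet proteins Cidec and Plin4 were at 32.9 FPKM and 83.4 FPKM and at 3.24 FPKM and 14.3 FPKM. The other lower DEG was Fabp4. The markers Adipoq, Plin1 and Car3, which were not DEGs by their P-value, were listed far higher in group E, Plin1 at 0.0495 FPKM and 15.2 FPKM. The median log2 change of the 12 adipocyte markers with a mean of at least 1 FPKM was 0.86, above all of the random lists, and 1.74 over the members with at least 5 FPKM. Of the 12, 7 lay above 0 and 5 below. Adipoq, Plin1 and Car3 are among the 7, with 0.120, 0.0495 and 0.0310 FPKM in group D. Values so near 0 can be failed estimates, so the size and sign of this median are uncertain. The median of the 13 PPAR-γ targets of adipocytes was -0.30, with 2 DEGs higher and 5 lower. It was 0.04 over the members with at least 5 FPKM and their mean was 0.13. Fatty acid and triglyceride synthesis had 1 higher DEG and 2 lower ones among 17 genes, a median of 0.25 and a mean of -0.31. Among immune genes, 14 of 15 B cell markers were DEGs, 8 higher and 6 lower in group E. Ms4a1 (CD20) was at 3.00 FPKM in group D and 10.2 FPKM in group E and Faim3, the IgM receptor, at 1.48 FPKM and 5.04 FPKM, whereas Cd79b, a chain of the B cell receptor, was at 14.7 FPKM and 6.28 FPKM and the complement receptor Cr2 at 3.25 FPKM and 1.14 FPKM. The B cell list had a median of 1.61, and -0.43 over the members with at least 5 FPKM. With the DEGs turned whose coloured dot in the volcano plot lies only at the mirrored position, a choice made after seeing the data, the DEGs would be 4 higher and 1 lower for adipocyte markers, 6 and 1 for PPAR-γ targets, 3 and 0 for fatty acid and triglyceride synthesis, and 3 and 11 for B cell markers, whose median would be -1.61. The adipocyte median would be 3.27. No T cell marker (of 14) and no macrophage marker (of 12) was a DEG, with medians of -0.18 and 0.01. For redox, 2 of 28 antioxidant enzymes, the rows listed as Sod1 and Gpx1, were DEGs, both higher, and the list's median of 0.21 (17 members above 0 and 10 below) lay at percentile 99.3 of random lists (96.3 at a pseudocount of 1, and 93.7 for the mean, both inside the central 95%). For inflammation, 2 of 14 tested cytokines and mediators, Il1b and Il6, were DEGs, both lower, and the median of -0.26 lay at percentile 2.62.

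**Figure D1:**
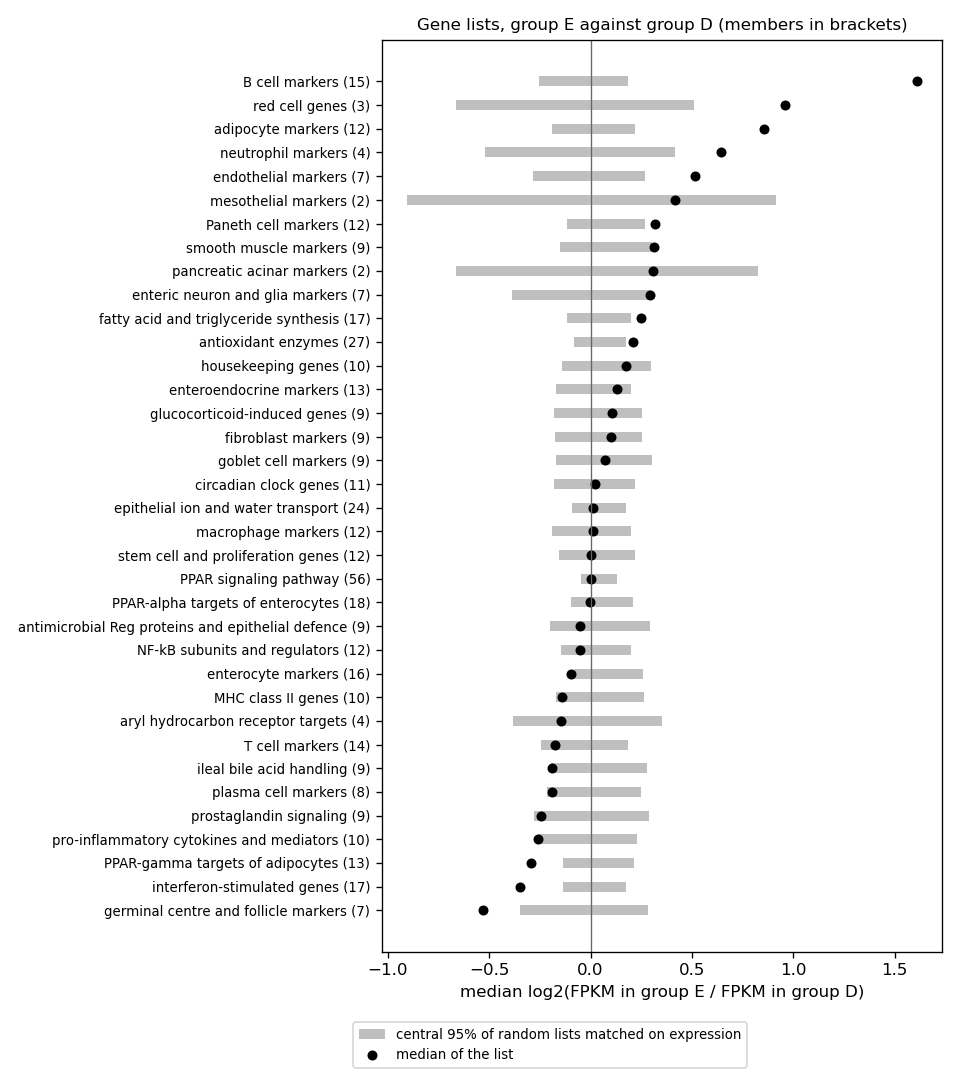
Median log2 of FPKM in group E over FPKM in group D (x axis) for 36 gene lists (y axis, number of members in brackets). Points are medians and grey bars the central 95% of random lists matched on expression. Of the lists, 13 lie outside their bar, where about 1.8 would be expected of lists of independently drawn genes. Genes of a list can move together and some lists share genes, so the 2 numbers are no test of the treatment.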

Many of the DEGs were found to play a role in redox, immunity, lipid metabolism and inflammation. 

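Of the 122 KEGG pathways in the authors' deposited table, 15 had a P-value below 0.05 and 2 an adjusted P-value below 0.05, PPAR signaling pathway and Hematopoietic cell lineage. Hematopoietic cell lineage held 7 of the 104 annotated DEGs in the authors' deposited table, with an adjusted P-value of 0.0171. By the values of the 2 groups, the B cell genes Ms4a1, Cd22 and Fcer2a and the T cell gene Cd7 of this pathway were higher in group E, and Cr2 and Cd36 were among the lower genes. Ms4a1, Cd22 and Fcer2a have a coloured dot in the volcano plot only at the mirrored position, and with these 3 turned 1 DEG of the pathway would be higher and 6 lower. Cd22, an inhibitory receptor of B cells, was at 1.45 FPKM in group D and 4.88 FPKM in group E. Protein digestion and absorption came next in the authors' deposited table, with 6 genes and an adjusted P-value of 0.0513. Eln (elastin) and the amino acid transporter Slc7a8 of this pathway were higher in group E. Cd22, Cd7, Eln and Slc7a8 are outside the rule for named genes and were picked after their values were seen.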

DEGs in mice from groups D and E were further annotated by KEGG, which found that 15 pathways were significant (*P* < 0.05). **Figure 5C** showed KEGG enrichment analysis of DEGs. Compared with whole genome expression, the PPAR signaling pathway was found to be the most significantly enriched pathway.

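Of the 9 DEGs of the PPAR signaling pathway, 6 were listed as lower in group E and 3 as higher. Fabp4, the fatty acid carrier of fat cells, on chromosome 3 from 10204343 to 10208576, was at 536 FPKM in group D and 25.6 FPKM in group E. Lpl, which frees fatty acids from lipoproteins, on chromosome 8 from 68880555 to 68906932, was at 41.8 FPKM and 1.52 FPKM, and Scd1, a fatty acid desaturase, on chromosome 19 from 44394450 to 44407709, at 220 FPKM and 10.7 FPKM. The fatty acid transporter Slc27a1 was at 18.9 FPKM in group D and 2.97 FPKM in group E, and Fabp1, the fatty acid carrier of enterocytes and liver, at 854 FPKM and 367 FPKM. Pparg, the receptor PPAR-γ itself, on chromosome 6 from 115361221 to 115490401, was higher, at 4.04 FPKM in group D and 8.40 FPKM in group E, as were Acsl1, which activates fatty acids (20.8 FPKM and 42.5 FPKM), and the lipid droplet gene Plin4. The related receptors Ppara (26.7 FPKM and 20.5 FPKM) and Ppard (18.9 FPKM and 24.9 FPKM) were not DEGs. Of 58 tested genes on the list fixed for this pathway, 9 were DEGs, where 1.12 would be expected from the 273 DEGs among 14185 tested genes. A one-sided Fisher's exact test gave p = 1.48e-06 for higher and lower genes together, p = 6.46e-06 for lower genes and p = 0.0277 for higher genes. This test takes genes, which are not independent replicates, as its units. The paper had already reported the pathway as the most enriched among the same DEGs, so the test gives no independent support. In the authors' deposited table the pathway holds 7 of 104 annotated DEGs, against 6698 annotated genes, with an adjusted P-value of 0.0171. The median log2 change of the 56 members with a mean of at least 1 FPKM was 0.00, at percentile 18.6 of random lists, with 28 members above 0 and 28 below. Of the 9 DEGs, 7 are also on the lists of adipocyte markers or PPAR-γ targets of adipocytes, and without the members shared with those lists 2 of 47 tested genes were DEGs (one-sided Fisher's exact test, p = 0.229). Leaving out the second list also removes PPAR-γ targets, so this result does not separate genes of fat cells from a PPAR response. Lpl, Fabp4, Scd1, Slc27a1 and Fabp1 have a coloured dot in the volcano plot only at the mirrored position. With these 5 turned, a choice made after seeing the data, 8 of the 9 DEGs would be higher (one-sided Fisher's exact test, p = 2.49e-07) and 1 lower (p = 0.374). Turning moves the enrichment to the higher genes by construction, and the heatmaps of Figure 5B show Fabp4, Lpl and Scd1 as lower in group E, as listed. The plot does not decide the direction of Pparg and Acsl1, which have no coloured dot at either position, or of Cd36, which has one at both. The paper concludes that EA acted mainly by activating PPAR signaling. It draws on the enriched genes of this pathway, on expression by RNA-seq and qRT-PCR and on redox and cytokine measurements. It also draws on mice that received the PPAR antagonist GW9662. Of these, only the RNA-seq values were analysed here.

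**Figure D2:**
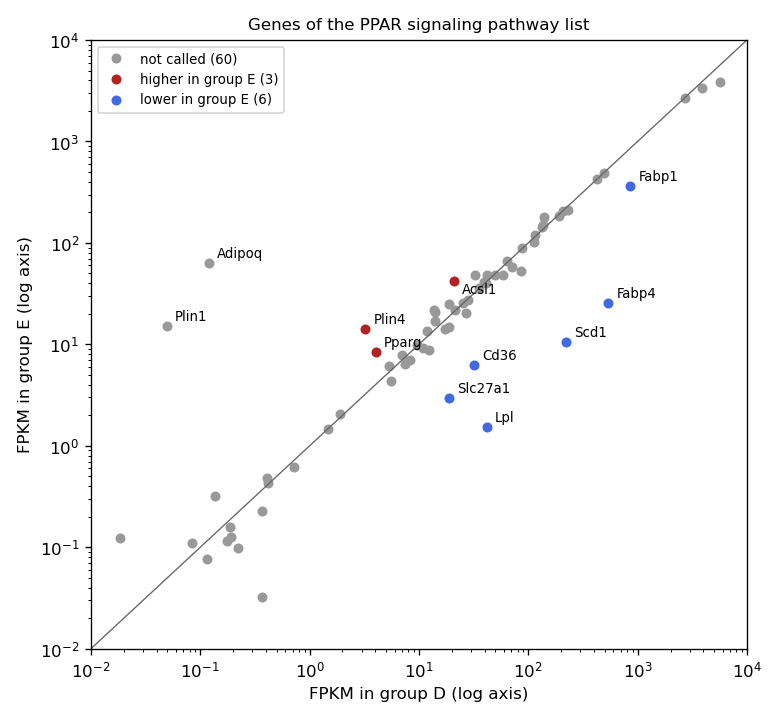
FPKM in group D (x axis) and in group E (y axis), both on log axes, of the 69 genes of the PPAR signaling pathway list with values above 0 in both groups. Red points are the 3 DEGs higher in group E, blue points the 6 lower ones and grey points the other 60 genes; the line marks equal values, and Adipoq and Plin1, which are not DEGs, lie far above it.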

### Validation of RNA-Seq Results with qRT-PCR

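Cyp2e1, a cytochrome P450 that generates reactive oxygen species, was listed on chromosome 7 from 140763832 to 140774977 at 251 FPKM in group D and 0.187 FPKM in group E, a log2 change of -10.39. Its value in group E is near 0 and can be a failed estimate, so the size of this change is uncertain. The gene listed as Gpx1, a glutathione peroxidase, was at 59.8 FPKM in group D and 122 FPKM in group E, and the gene listed as Sod1, a superoxide dismutase, at 3.89 FPKM and 9.16 FPKM. These are log2 changes of 1.03 and 1.24. Both primers that Table 1 gives for GPx match transcripts of Gpx1 in the GENCODE reference, and both primers for Sod match Sod1. The row listed as Gpx1 lies on chromosome 11 from 54902854 to 54910382, where the GRCm38 reference has Gpx3, and the row listed as Gpx3 lies at the reference position of Gpx1. Likewise the row listed as Sod1 lies on chromosome 5 from 52363804 to 52369738, the reference position of Sod3, and the row listed as Sod3 at that of Sod1. The rows listed as Gpx3 (104 FPKM in group D and 159 FPKM in group E) and as Sod3 (330 FPKM and 501 FPKM) were higher by less than 2-fold, with log2 changes of 0.61 and 0.60, and were not DEGs. Among the other enzymes of these families, Gpx2, the main glutathione peroxidase of gut epithelium, was at 339 FPKM and 277 FPKM, Gpx4 at 107 FPKM and 136 FPKM and the mitochondrial Sod2 at 20.5 FPKM and 24.3 FPKM, none of them a DEG. Cat (catalase) was at 116 FPKM in group D and 136 FPKM in group E.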

The 3 genes (Cyp2e1, SOD and GPx) were identified to be associated with oxidative stress. The 5 genes (CD36, NF-κB, IL-1β, IL-6, and TNF-α) were identified to be associated with inflammation. 

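Cd36, a receptor that takes up fatty acids and oxidised lipoproteins, was listed on chromosome 5 from 17781690 to 17888959 at 32.0 FPKM in group D and 6.32 FPKM in group E, a log2 change of -2.34. Nfkb1, the subunit of NF-κB to which the primers of Table 1 match, was at 29.0 FPKM and 12.8 FPKM (log2 change -1.18). The cytokine Il1b was at 2.89 FPKM in group D and 1.42 FPKM in group E (log2 change -1.02), and Il6 at 0.847 FPKM and 0.158 FPKM (log2 change -2.42). Tnf, on chromosome 17 from 35199391 to 35201996, was at 0.667 FPKM in group D and 0.656 FPKM in group E, a log2 change of -0.03, and was not a DEG. A second row named Tnfa, at 7.13 FPKM and 3.06 FPKM, was a DEG, and it lies on chromosome 9 from 54025606 to 54068411, where the GRCm38 reference has Tnfaip8l3 and not Tnf. Of the other subunits of NF-κB, Rela was at 11.9 FPKM in group D and 14.8 FPKM in group E, Relb at 21.9 FPKM and 13.9 FPKM, Rel at 6.20 FPKM and 4.98 FPKM and Nfkb2 at 13.0 FPKM and 14.4 FPKM, none of them a DEG. The inducible enzymes of inflammation Nos2 (61.1 FPKM and 34.4 FPKM) and Ptgs2 (1.94 FPKM and 1.44 FPKM) were not DEGs either. The log2 decrease of Il1b was 0.97 at a pseudocount of 0.1 and 0.68 at one of 1, and that of Il6 was 0.67 at a pseudocount of 1, none of them above 2-fold.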

The 2 genes (H2-Ob and Ccr6) were identified to be associated with immune functions. 

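Ccr6, a chemokine receptor of B cells and of some T and dendritic cells, was listed on chromosome 17 from 8236043 to 8257129 at 0.969 FPKM in group D and 5.81 FPKM in group E, a log2 change of 2.58. H2-Ob, the β chain of a nonclassical MHC class II molecule found in B cells, lies on the same chromosome from 34238905 to 34245908 and was at 1.01 FPKM and 4.59 FPKM, a log2 change of 2.18. H2-Ob was the only DEG of the 10 MHC class II genes, whose median log2 change was -0.14. Both genes are also on the list of B cell markers, whose DEGs went both ways.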

Fold-changes in qRT-PCR were compared with RNA-Seq expression profiles. The log2 (fold-change) values of the genes identified by RNA-seq and qRT-PCR were: Ccr6 (2.24 vs. 1.41), CD36 (–2.34 vs. –0.64), Cyp2e1 (–1.43 vs. –0.67), GPx (1.28 vs. 1.03), H2-Ob (2.18 vs. 0.67), IL-1β (–1.25 vs. –0.54), IL-6 (–1.66 vs. –0.72), NF-κB (–1.64 vs. –0.72) PPAR-γ (2.76 vs. 1.87), SOD (1.57 vs. 1.06) and TNF-α (–0.12 vs. –0.18). 

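Over the panel of 11 genes, 5 were higher and 6 were lower in group E by the RNA-seq values, and the sign matched the sign that the paper gives for qRT-PCR in all 11. A fold change above 2 was found for 10 of the 11 genes, all but Tnf, and these 10 were DEGs. For GPx and SOD this holds for the rows listed as Gpx1 and Sod1. The rows at the reference positions of Gpx1 and Sod1, listed as Gpx3 and Sod3, had log2 changes of 0.61 and 0.60 and were not DEGs. Ccr6 and Nfkb1 have a coloured dot in the volcano plot only at the mirrored position, and with these 2 turned 9 of the 11 signs would match. The plot does not decide the direction of the other DEGs of the panel. Cyp2e1, Gpx1, H2-Ob, Il6, Pparg and Sod1 have no coloured dot at either position, and Cd36 and Il1b have one at both. Of the 10 DEGs, Cd36 alone had a q-value below 0.05 in the authors' deposited table. The change by RNA-seq was larger in size than the paper's qRT-PCR value for 8 genes, among them Cyp2e1, Cd36, Il6, Ccr6 and H2-Ob. The P-values of the authors' deposited table are whole multiples of 5e-05 except in 9 tested rows. Pparg, Nfkb1 and Sod1 are among these 9, and their q-values are out of order with those of other genes. The q-values listed for Gpx1, Cyp2e1, Il1b and Il6 are out of order too: genes with the same or a larger P-value have lower ones. That of H2-Ob is out of order the other way, being lower than that of Acsl1, which has a smaller P-value. The call of these genes as DEGs rests on the listed P-values.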

As shown in **Figure 6**, the qRT-PCR results were consistent with the high-throughput sequencing data, suggesting that the transcriptome sequencing data was reliable.

**Figure 6:**
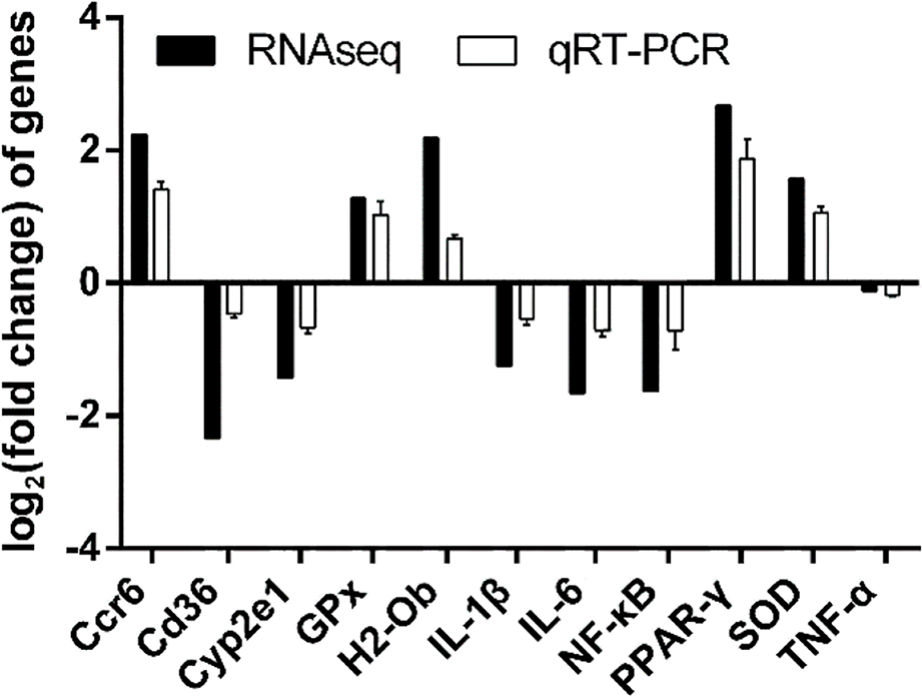
Comparison of DEGs and qRT-PCR confirmation.

## Discussion

Diarrhea is a disease which can cause death in humans (Emerson and Savage, 2017) and animals (Wolff et al., 2017). Transcriptome analysis was used to study the mechanism of action of anti-diarrheal drugs (Men et al., 2018; Wu et al., 2018; Yao et al., 2018), while the mechanism of action of EA in the treatment of diarrhea remains unclear. In this study, we used EA to protect small intestine against castor oil-induced diarrhea in a mouse model. Deep transcriptome sequencing was used to analyze the transcriptomic profiles of ileum tissues in diarrhea model with or without EA treatment. We identified 273 DEGs, including 160 up-regulated genes and 113 down-regulated genes. DEGs were annotated by GO in mice from group E compared with group D. A total of 458 GO terms between groups D and E were significantly enriched. According to *P*-value, the top 30 DEGs were selected from each sub-category (BP, CC, and MF). There were 15 pathways annotated by KEGG in mice from group E compared with group D. PPAR-γ was the most significant signaling pathway. In the study, we used transcriptome to study the mechanism of EA protecting ileum and inhibiting diarrhea.

Many hazardous materials induced oxidative stress that caused inflammation or injury (Wang et al., 2019; Qu et al., 2019). In our study, Castor oil induced oxidative stress, decreased SOD and GPx levels, and increased MDA levels in group D compared with group C and E. Celik et al. (2013) reported that EA decreased the activity of Cyp2e1 and increased the activity of GPx (Celik et al., 2013). Jabri et al. (2016b) reported similar results (Jabri et al., 2016b). SOD and GPx activities were increased in EA-treated V79-4 cells (Han et al., 2006). Expression of PPAR-α was increased, whereas that of Cyp2e1 was reduced (Nakamuta et al., 2005; Aristatile et al., 2014). Yuce et al. (2007) found that the administration of EA to cisplatin‐treated rats decreased the MDA levels, and increased GPx and CAT in liver and heart tissue of rats (Yuce et al., 2007). In our experiment, EA increased expressions of PPAR-γ, SOD, GPx and decreased MDA level and Cyp2e1 expression, which suggested that EA decreased oxidative stress by PPAR signaling pathway. Cd36 is a membrane glycoprotein, which presented on some epithelia and contributed to inflammatory responses (Silverstein and Febbraio, 2009). Cd36 was a key modulator of proinflammatory and oxidative pathways. Silverstein and Febbraio (2009) found that Cd36-deficient mice exhibited levels of activated NF-κB and oxidative stress decreased in chronic kidney disease (CKD) (Silverstein and Febbraio, 2009). In our experiment, EA decreased Cd36, NF-κB, IL-1β, IL-6, and TNF-α, which suggested that EA can inhibit inflammation, protect the small intestine and treat diarrhea. Ccr6 was expressed on immature dendritic cells and B cells and memory T cells and involved in mucosal immune responses (Puleston et al., 2005), and a common marker for Th1/Th17 cells, which also preferentially expressed the nuclear receptor PPAR-γ (Bernier et al., 2013). The non-classical major histocompatibility complex (MHC) class II gene H2-Ob was enriched in antigen processing/presentation pathways (Stables et al., 2011). Additionally, H2-Ob is thought to be a switching gene in innate immunity (Khayer et al., 2017). In our experiment, EA increased Ccr6 and H2-Ob expression. Ramirez et al. (2017) reported that tea made from *Mangifera indica* L. leaves of the Uba variety upregulated PPAR-γ, exerting antioxidant and anti-inflammatory effects (Ramirez et al., 2017). PPAR regulated the genes of Ccr6, Cd36, Cyp2e1, and H2-Ob. EA activated PPAR signaling pathway and treated diarrhea, by Inhibiting oxidative stress, inhibiting inflammation and improving immunity. Interestingly, GW9662, a PPAR antagonist, inhibited the effect of EA on diarrhea and inflammation in group V, which suggested that EA treatmented of diarrhea through PPAR signaling pathway. Yang et al. (2014) reported that some PPAR-γ ligands, such as emodin and protocatechuic acid, were used to attenuate inflammation by activating PPAR-γ, which was activated by the MAPK/NF-κB pathway (Yang et al., 2014). Furthermore, activated NF-κB mediated the expression of a number of rapid response genes, such as iNOS and COX-2, involved in the inflammatory response to injury (Shi et al., 2019; Hu et al., 2019);. The expressions of COX-2 and iNOS can increased the expression of IL-1β, IL-6, and TNF-α (Horie et al., 2009). Consistent with this notion, our result of RNA sequencing showed that EA increased the expressions of PPAR-γ and decreased the expressions of IL-1β, IL-6, NF-κB, and TNF-α, which were proved by qRT-PCR.

In conclusion, transcriptome analysis of the ileum in a mouse diarrhea model successfully identified a large number of DEGs. These genes showed that EA mainly treated diarrhea by activating the PPAR signaling pathway.

## Data Availability Statement

The datasets generated for this study can be found in NCBI GEO accession GSE142063.

## Ethics Statement

All experimental processes about animals complied with EU Directive (2010/63/EU) and were approved by the Ethics Committee of Northeast Agricultural University of China (Protocol number: SRM-06).

## Author Contributions

JC did the experiment and wrote the manuscript. HY and ZS designed and funded this experiment.

## Funding

This work was supported by the National Natural Science Foundation of China (Grant No. 31572559) and (Grant No. 31802227); Postdoctoral scientific research developmental fund of Heilongjiang Province in 2018 (LBH-Q18020).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

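Ileum RNA of mice given castor oil and then saline (group D) or EA (group E) was analysed from 1 value per gene and group. The authors aligned paired-end reads with TopHat 2.0.12 on an index made with Bowtie 2.2.3, and both the paper and the submitters' processing notes name DESeq 1.18.0 for the comparison. The gene table that the authors deposited gives FPKM per group, a fold change, a P-value and a q-value, in the column layout of Cuffdiff, a tool the paper's text does not name. How FPKM were scaled between libraries, and how the 2 libraries of a group were joined into 1 value, is not given in the sources used here. The P-value and q-value are the authors' own and were taken as deposited, as were the P-values of a second table on KEGG pathways. Depth per library is known only from Table 3 of the paper, and FPKM of a group give no counting error. The FPKM of all rows sum to 459683 in group D and 589890 in group E. Short RNAs weigh on these sums, since Snord99 was listed at 0 in group D and at 90355 FPKM in group E.

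From these values the log2 of FPKM in group E over group D was computed for every gene with both values above 0. It equals the log2 fold change that the authors deposited. DEGs were counted at the thresholds of the paper's results (fold change above 2, P-value below 0.05), since no test can be run on 1 value per group. For each gene list, the median log2 change over members with both values above 0 and a mean of at least 1 FPKM was ranked among 10000 random lists drawn from 20 bins of mean expression. Enrichment of the PPAR signaling pathway list was tested with a one-sided Fisher's exact test against all genes tested by the authors. Tested on simulated data, 4.5% of unchanged lists of 12 genes, 71.5% of lists changed by 0.5 on the log2 scale and 100% of lists changed by 1 fell outside the central 95% of random lists, over 12694 genes. The simulated changes were independent between genes, normally distributed with the same spread at every expression level, and shifted alike in all members of a changed list. These rates need not hold for real lists, whose members can move together or in both directions.

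Genes are named by a rule with 4 parts. It takes every gene the paper names in its text or Figure 5B, the 10 largest increases and 10 largest decreases among DEGs with at least 1 FPKM in one group, in each list up to 4 DEGs with the highest mean (or up to 2 members where none is a DEG), and up to 4 genes per direction listed at 0 in one group. Alternatives were the q-value in place of the P-value, other fold thresholds, filters on low FPKM, pseudocounts, centring on the median gene, upper-quartile scaling, a change relative to Actb, the mean of a list in place of its median and the pathway list without genes of the adipocyte lists. Positions are given as in the authors' table, with 1 added to each start because its starts count from 0. Of 21522 symbols found in the GRCm38 reference, 21270 overlap the position of the same gene there. Primers of Table 1 were matched without mismatch to the transcripts of GENCODE release M21. Biological process terms were left out because the annotation of 1546 genes was not used here. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, Pillow 12.0.0 and matplotlib 3.10.9.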

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

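Of the tests below, those on fat cell genes, on the members of the PPAR pathway, on the germinal centre list and on the dots of Fig. 4A, and the counts of DEGs on the side of uncalled genes, were chosen after the results had been seen. Protein-coding genes outside the DEGs with at least 50 FPKM in one group and under 1 FPKM in the other were looked for, and 4 were found, all high in group E and all markers of fat cells that the paper does not discuss. Car3 was at 356 FPKM in group E and 0.0310 FPKM in group D, Cfd at 274 FPKM and listed at 0, Adipoq (adiponectin) at 63.4 FPKM and 0.120 FPKM, and Retn at 53.4 FPKM and listed at 0. Gapdh and Adipoq carry the same FPKM in group D and the same P-value of 0.100 in the authors' deposited table, and they are the only pair of tested genes listed above 0 that share both.

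Fat cell genes went both ways between the groups. A different share of fat tissue in the ileum samples of the 2 groups would move its genes one way. Of 10 adipocyte markers with at least 10 FPKM in one group, 7 were over 2-fold higher in group E and 2 (Fabp4 and Thrsp) over 2-fold lower. Of the 7, Cfd and Retn were listed at 0 in group D, and Car3, Plin1 and Adipoq near 0 (0.0310, 0.0495 and 0.120 FPKM). Such values can be failed estimates, and the other higher markers were Plin4 and Cidec. With Fabp4 and Thrsp turned 9 would be higher, so a different share of fat tissue stays open. The medians of called (-4.34) and uncalled markers (5.42) have opposite signs, as a direction turned round in every DEG would need, but 2 called markers (Plin4 and Cidec) lie on the side of the uncalled ones and argue against it as the whole cause. The uncalled markers include Adipoq, Plin1 and Car3 with their near-0 values in group D, so this comparison of signs is uncertain. A candidate explanation is that part of the DEGs stand the other way round than in the volcano plot of Fig. 4A: both Fabp4 and Thrsp (2 genes) have a coloured dot only at the mirrored position, and Plin4 and Cidec only at the listed one. Which of the 2 directions is that of the mice cannot be decided from these values, because Fig. 5B shows Fabp4 and Thrsp on the side listed in the table, and an effect of EA on fat cell genes stays open as untested.

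B cell genes had a median above 0 in group E but were split. A larger share of lymphoid follicle in group E is argued against by the germinal centre list, with a median of -0.53, and by 6 B cell markers that were lower, while the T cell list, with a median of -0.18 inside the central 95% and 0.0386 over members with at least 5 FPKM, decides little. These values speak only to a larger share, and a smaller share of follicle in group E was not tested. The comparison set beforehand, of the medians of called (1.61) and uncalled markers (-0.43, Cd79a alone), gave opposite signs, as a direction turned round in every DEG would need, but 6 called markers on the side of Cd79a argue against it as the whole cause. In Fig. 4A, 5 of the 8 higher markers (Ms4a1, Fcer2a, Cxcr5, Ccr6 and Cd22) have a coloured dot only at the mirrored position and none only at the listed one, while all 6 lower markers have it only at the listed position, so the markers that could be read lie on 1 side of the plot, that of lower values in group E. This may reflect exchanged group values in part of the rows, but the paper's qRT-PCR gives Ccr6 and H2-Ob as higher in group E, and a change of B cells by EA stays open.

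The PPAR signaling pathway was enriched among the DEGs. Whether the called members are mainly genes of fat cells was not decided. Without the members shared with the adipocyte lists the one-sided Fisher p was 0.229, although 2 called members of 47 leave little power. Those lists include the PPAR-γ targets of adipocytes, by which Lpl, Cd36, Scd1, Slc27a1 and Acsl1 were left out. The loss of enrichment therefore cannot separate genes of fat cells from a response of PPAR-γ targets. A joint rise of the pathway is not decided by its median, at percentile 18.6 of random lists, since 28 members lie above 0 and 28 below and the direction of 5 called members differs from Fig. 4A. A response of single members such as Pparg to EA was not tested by these values.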

How the results depend on the processing

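The pseudocount of 0.1 or 0.5, the filter at 1 FPKM, centring and upper-quartile scaling left the counts of DEGs within 1.5 times of the main counts. Other settings moved them, by their construction: 31 DEGs (18 higher, 13 lower) at q below 0.05, 457 (256 and 201) both without a fold threshold and at a fold above 1.5, 59 (14 and 45) at a fold above 4, 148 (102 and 46) with at least 5 FPKM in one group, and 152 (91 and 61) at a pseudocount of 1. Choices made after seeing the data gave 292 DEGs when genes listed at 0 in one group are counted and 253 without genes whose P-value or q-value is out of step with the rest. DEGs with a dot of Fig. 4A only at the mirrored position, when turned, gave 159 higher and 114 lower genes, and moved the enrichment of the PPAR list from lower to higher genes by construction (Fisher's exact test, p = 0.374 for lower genes). Centring and upper-quartile scaling shifted log2 changes by 0.01 and 0.03 and turned the direction of no named DEG. By the one-sided Fisher's exact test, the enrichment of the PPAR list kept its side of 0.05 for higher and lower genes together under q below 0.05, a fold above 1.5 and a background of at least 1 FPKM, and ended without the members shared with the adipocyte lists, where fewer genes are tested (p = 0.229 together, 0.414 for higher and 0.314 for lower genes). For higher genes alone it also ended at q below 0.05 (p = 0.0711, Fisher's exact test). The number of lists outside the central 95% of random lists stayed within 1.5 times of 13. List medians changed sign for PPAR-γ targets of adipocytes (0.0382 over members with at least 5 FPKM, 0.13 as a mean), B cell markers (-0.43 over members with at least 5 FPKM), fatty acid and triglyceride synthesis (-0.31 as a mean) and enterocyte markers (0.11 as a mean), all outside the central 95% in the main analysis; the cause was not tested. Among lists inside it, the sign changed for T cell markers (0.0386 over members with at least 5 FPKM), for glucocorticoid-induced (-0.33), ileal bile acid (0.0135) and ion and water transport genes (-0.0832) as a mean, for NF-κB (0.0651), prostaglandin (0.0521) and PPAR-α genes (0.0269) with DEGs turned, and for lists with a median within 0.01 of 0. By construction, the turned DEGs gave medians of 1.34 for PPAR-γ targets of adipocytes, -1.61 for B cell markers and 3.27 for adipocyte markers. The adipocyte median also grew to 1.34 over members with at least 0.1 FPKM, 1.74 over those with at least 5 FPKM, 1.73 at a pseudocount of 0.1 and 1.59 at one of 1, and the mean was 2.10. All of these include Adipoq, Plin1 and Car3, whose near-0 values in group D can be failed estimates. Some lists moved into or out of the central 95%: ileal bile acid genes lay below it over members with at least 5 FPKM (-0.33, percentile 0.16) and at both pseudocounts, neurons and glia above it over members with at least 0.1 FPKM (percentile 99.61), pro-inflammatory genes below it at both pseudocounts and as a mean, prostaglandin signaling below it at a pseudocount of 1, and glucocorticoid-induced genes below and housekeeping genes above it as a mean. Antioxidant enzymes lay inside it at a pseudocount of 1 and as a mean, red cell genes over members with at least 0.1 FPKM, fatty acid synthesis over members with at least 5 FPKM, and B cell, Paneth cell and smooth muscle markers as a mean. The number of panel genes beyond 2-fold, 10 in the main analysis, was 9 at a pseudocount of 0.1 and relative to Actb and 7 at a pseudocount of 1, where Pparg had a change of 0.90. With the rows at the reference positions of Gpx1 and Sod1, chosen after seeing the values, GPx and SOD were also under 2-fold (0.61 and 0.60). Of 102 named genes with both values above 0, 49 were DEGs by P but not by q, and no DEG among them changed direction under the planned settings. No paired analysis was possible because each group has 1 value per gene, and the alternatives that need counts or single libraries were not run for the same reason. Depth limits low genes in a way these FPKM do not show.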

Differences from the paper's values

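The counts of DEGs and of KEGG pathways equal those of the paper, as do the log2 changes of Cd36 and H2-Ob to 2 decimals. The other 9 log2 changes that the paper's text gives for RNA-seq differ from those of the values analysed here. The paper gives 2.24 for Ccr6, against 2.58 here, and a decrease of 1.43 for Cyp2e1, against one of 10.39. It gives 1.28 for GPx and 1.57 for SOD, against 1.03 and 1.24 for the rows listed as Gpx1 and Sod1. For IL-1β the paper gives a decrease of 1.25 and the decrease here is 1.02, for IL-6 the paper's is 1.66 and that here 2.42, and for NF-κB the paper's is 1.64 and that here 1.18 (Nfkb1). The paper's value for PPAR-γ is 2.76, and that of Pparg here is 1.06. The paper's decrease for TNF-α is 0.12, and that of Tnf here is 0.0251. The signs are the same in each pair, and no change of log base brings the series together. None of the alternatives set before the data were examined (a pseudocount of 0.1 or 1, a change relative to Actb, centring) closes any of these 9 differences. Taking the rows at the reference positions of Gpx1 and Sod1, chosen after seeing the values, gives 0.61 and 0.60 and does not reach the paper's values either, and the row named Tnfa has -1.22.

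The paper's methods call DEGs by the adjusted P-value and its results by the P-value, and 273 is reached with the latter. Of 43 genes in Fig. 5B, 41 lie on the side the figure shows. Lsm5 is shown higher in group E and is listed lower (log2 change -2.64), and Fgf15 is shown lower and is listed higher (2.14). In Fig. 4A, whose legend gives the axis as group D over group E, 67 of 68 uncalled genes with a change above 4-fold have a blue dot at the position of log2 of group E over group D. Of the 273 DEGs, 202 have a red or green dot at the listed position and 71 do not, 51 of which have one at the mirrored position instead. That share, 71.8%, compares with 30.8% on average and 39.1% at most when the sizes of change were shuffled among the DEGs 100 times. Shuffling parts the size of change from its P-value and can place genes in empty parts of the plot, so this comparison can overstate the excess. Of the 202 DEGs with a dot at the listed position, 105 also have one at the mirrored position. The number of 51 did not stand out, since shuffling gave 47.5 DEGs with a dot only at the mirrored position on average and 60 at most. What differed was the number without a dot at either position, 20 as listed and 106.62 on average when shuffled. Dots of other genes can thus fall on a mirrored position, and the direction of single genes is not settled by them. Of the 43 genes of Fig. 5B, 38 have no dot at the listed position of Fig. 4A. The genes of Fig. 5B, 43 of the 273 DEGs, thus hold 38 of the 71 DEGs without such a dot.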

Other observations

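Innate and epithelial gene groups outside those at the paper's claims also stood apart from random lists. Of 17 interferon-stimulated genes with a mean of at least 1 FPKM, 15 were lower in group E, with a median log2 change of -0.35 below all of the random lists. Ifit1 was at 28.7 FPKM in group D and 16.1 FPKM in group E, Ifit2 at 11.2 FPKM and 5.67 FPKM and Rsad2 at 15.6 FPKM and 8.48 FPKM, each under 2-fold, while the only DEG of the list, Ifi44l, was listed as higher, with a coloured dot in Fig. 4A only at the mirrored position. Germinal centre and follicle markers had a median of -0.53 (percentile 0.365), with the follicle chemokine Cxcl13 at 14.8 FPKM and 6.52 FPKM. Endothelial markers had a median of 0.51 (percentile 99.95), with Pecam1 at 15.0 FPKM and 21.4 FPKM, and smooth muscle markers one of 0.32 (percentile 98.3), inside the central 95% as a mean (percentile 84.8), and Acta2 (155 FPKM and 208 FPKM) and Actg2 (172 FPKM and 124 FPKM) went opposite ways. Neither list held a DEG. Paneth cell markers had a median of 0.32 (percentile 99.3), but their mean of 0.0732 lay at percentile 50.3. Enterocyte markers had a median of -0.09 (percentile 1.72) with 12 of 16 below 0, and a mean of 0.11 (percentile 61.3). Red cell genes (3 members) and neutrophil markers (4 members) also lay above the central 95%, with few members each.

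Several cell types and functions had a median within the central 95% of random lists, which does not exclude shifts of moderate size. These include goblet cells (0.07, with Zg16 at 3159 FPKM and 3463 FPKM and Tff3 at 1977 FPKM and 1442 FPKM), stem cells and proliferation (0.00, with Olfm4 at 242 FPKM and 317 FPKM), epithelial ion and water transport (0.01, 1 DEG of 24 tested genes, Fxyd3), PPAR-α targets of enterocytes (0.00, 1 DEG of 18, Fabp1), fibroblasts (0.10), enteroendocrine cells (0.13, with Gip and Sst as DEGs), clock genes (0.02), glucocorticoid-induced genes (0.10, with Mt1 and Zbtb16 lower) and NF-κB subunits and regulators (-0.05). Plasma cells (-0.19, with Igj at 459 FPKM and 425 FPKM), ileal bile acid genes (-0.19), prostaglandin signaling (-0.25), antimicrobial Reg proteins and epithelial defence (-0.05), aryl hydrocarbon receptor targets (-0.15), enteric neurons and glia (0.30), pancreatic acinar (0.31) and mesothelial markers (0.42) also lay within the central 95% in the main analysis, the last 2 with 2 members each. Reg3b, an antimicrobial lectin, was at 6454 FPKM in group D and 3435 FPKM in group E and was not a DEG.

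The authors' deposited table holds rows that stand apart from the others in form. P-values are whole multiples of 5e-05 except in 9 rows, all of them DEGs (Slc36a2, Arxes2, Apoc1, Pcolce2, Irs3, Tnfa, Nfkb1, Pparg and Sod1). Among rows with a P-value below 0.05, 20 have a q-value more than 15% above the one that the Benjamini-Hochberg method gives for their P-value, and all 20 are DEGs. For Pparg the authors' deposited table gives P = 0.000293 and q = 0.999, and for Il6 P = 0.0059 and q = 1. The PPAR signaling pathway of the authors' deposited table of pathways holds 7 DEGs (Acsl1, Cd36, Fabp1, Fabp4, Lpl, Scd1 and Slc27a1), without Pparg and Plin4, which the gene table annotates to it.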
